# Maternal Vitamin and Mineral Supplementation Affected Neonatal Gene Expression and Rewired Key Regulatory Genes Underlying Hepatic Metabolism

**DOI:** 10.3390/ani15182664

**Published:** 2025-09-11

**Authors:** Audrey J. Craner, Carl R. Dahlen, Jennifer L. Hurlbert, Ana Clara B. Menezes, Priyanka Banerjee, Friederike Baumgaertner, Kerri A. Bochantin-Winders, Samat Amat, Kevin K. Sedivec, Kendall C. Swanson, Wellison J. S. Diniz

**Keywords:** beef cattle, fetal programming, liver programming, maternal mineral and vitamin supplementation, mitochondrial function, oxidative phosphorylation, transcriptome

## Abstract

We investigated gene regulatory relationships in the neonatal liver to identify potential mechanisms by which maternal vitamin and mineral supplementation during gestation influences developmental programming in heifer calves. Liver transcriptomes were profiled by RNA-Seq in calves collected 30 h after birth from dams fed either a basal diet (CON; *n* = 6) or the basal diet plus a vitamin and mineral premix (VTM; *n* = 6; 113 g·heifer^−1^·d^−1^), starting 60 days pre-breeding and continuing through gestation. Using DESeq2, we identified 630 DEGs between treatment groups (*p* ≤ 0.05 and |log2FC| ≥ 0.5). Over-represented pathways included oxidative phosphorylation, AMPK, PI3K/Akt, and FoxO, key regulators of energy homeostasis. We also identified 58 transcription factors (TFs) and 435 differentially connected genes (*p* ≤ 0.05), suggesting maternal diet induced a regulatory rewiring of TFs and histone deacetylating genes. Gene set enrichment analysis revealed genes positively ranked, such as *LRAT* and *LMBRD1*, underlying the vitamin digestion and absorption pathway, indicating coordinated upregulation in the VTM group. Conversely, 23 DEGs associated with the OXPHOS KEGG pathway were downregulated in the VTM calves. Further research should explore whether these transcriptional changes are linked to epigenetic modifications established at birth, persist throughout postnatal development, and potentially contribute to multigenerational inheritance.

## Simple Summary

Pregnancy and early life are sensitive windows of developmental plasticity that shape offspring growth and performance. Our study investigates the impacts of providing pregnant heifers with a vitamin and mineral supplement on calf outcomes at birth. Accordingly, the hepatic transcriptome was measured using RNA-Seq in 12 calves collected 30 h after calving from dams fed a diet initiated 60 days pre-breeding and continuing throughout gestation (VTM or CON, *n* = 6/group). We identified 630 differentially expressed genes (DEGs) between treatment groups. Pathways underlying energy homeostasis, such as oxidative phosphorylation, AMP-activated protein kinase (AMPK), Phosphoinositide 3-kinase/Protein Kinase B (PI3K/Akt), and Forkhead box O (FoxO), were over-represented by DEGs. Maternal vitamin and mineral supplementation throughout gestation was associated with molecular changes in the neonatal liver via transcriptomic responses. Further research is warranted to determine the mechanisms of fetal programming and potential multigenerational inheritance.

## 1. Introduction

Gestation encompasses a synchronized sequence of events essential for the developing fetus. This includes intricate processes, such as gastrulation, organogenesis, and cellular growth and differentiation, which ensure the fetus is prepared for life outside the womb [1]. Maternal nutrition is among the major factors critical for the proper development and function of fetal organs [1]. Changes in the maternal environment, including the availability of nutrients, during critical windows of development can contribute to fetal metabolic programming in adulthood and even across generations [2]. In beef production systems, due to seasonal variations, many commonly grazed forages lack sufficient levels of essential vitamins and minerals to meet the ruminant maintenance and production requirements [3]. These micronutrients play essential roles in processes such as energy metabolism, DNA synthesis, and epigenetic modulation of gene expression [4]. Additionally, growing evidence has shown their role in programming key biological processes during embryonic and fetal development [5,6,7,8]. Despite the evidence of its benefits, the adoption of vitamin and mineral supplementation strategies remains inconsistent and limited among cattle producers, with practices varying widely based on region, resources, and management priorities [5,9].

We have reported that vitamin and mineral supplementation during early gestation affects the dam’s metabolism and the available nutrients for fetal development. Changes were observed in placental development and the expression of angiogenic factors, energy metabolism, and nutrient transport-related genes at day 83 of gestation [10,11]. Likewise, amino acid, carbohydrate, and energy profiles in the maternal serum, allantoic fluid, and fetal liver were affected [5,12,13]. A more comprehensive study reported that vitamin and mineral supplementation from 60 days pre-breeding or breeding through calving did not affect calf morphometrics or organ weights at birth [8]. However, the concentrations of trace minerals (Se, Cu, Zn, and Co) in the calf liver at birth were affected, and calves born to VTM supplemented cows had greater body weight from weaning to 15 months of age than their CON counterparts [7]. These results suggest that fetal organ development undergoes adaptive changes in response to nutrient imbalances [14], which have been associated with altered gene expression and epigenetic regulation, including DNA methylation.

Formed in the early gestation, the liver serves as a central organ for coordinating metabolic functions [15]. Changes in visceral organs during pregnancy can impact the offspring’s metabolic efficiency and health. Altered hepatic programming may affect nutrient partition and lead to metabolically compromised offspring [16,17], which poses major challenges to the livestock industry by reducing production efficiency [18]. Additionally, compromised developmental programming can negatively affect selection and breeding decisions as the phenotype may not reflect the offspring’s genetic potential [19]. In previous research, fetuses from supplemented dams during the first 83 days of gestation resulted in calves with higher concentrations of Se, Cu, Zn, Mo, and Co in the fetal liver [13]. Additionally, maternal supplementation resulted in greater fetal liver weights and changes in the hepatic lipidome, metabolome, and transcriptome of energy- and lipid-related genes [6,20,21]. Likewise, growing evidence shows that vitamins and minerals influence the epigenome during embryonic development and throughout life [4]. These effects and epigenetic marks may also be inherited across generations, affecting offspring performance [16,19,22]. Despite these findings, the mechanisms by which vitamin and mineral supplementation affect liver development and programming are unknown. Furthermore, it is important to assess the short-term and lasting impacts of maternal supplementation on subsequent progeny performance.

Building on our previous research at day 83 of gestation and the gap in knowledge related to the hepatic transcriptome at birth, we hypothesized that supplementing dams with vitamins and minerals pre-breeding and continuing through gestation would alter physiological and transcriptomic responses in neonatal calves through transcription factors modulating hepatic gene expression and regulatory networks. Thus, our objective was to identify differentially expressed genes in the neonatal liver and the underlying biological processes involved in hepatic metabolism and function. Furthermore, we analyzed gene–gene interactions to identify regulatory genes responsive to maternal diet.

## 2. Materials and Methods

### 2.1. Care and Use of Animals

Animal use and experimental protocols used in this project were reviewed and approved by the North Dakota State University (NDSU, Fargo, ND, USA) Institutional Animal Care and Use Committee (#A21047/2021-03/26).

### 2.2. Animal Management and Experimental Design

We have previously published an article describing the animal model and experiment design [7,8]. In brief, the study utilized 72 crossbred Angus-based heifers (aged 14 to 15 months, with an initial body weight (BW), of 380.4 ± 50.56 kg) to investigate the impact of vitamin and mineral supplementation throughout gestation on offspring development. The heifers were first acclimated for 14-day to an individual feeding system (American Calan; Northwood, NH, USA). Then, heifers underwent estrus synchronization using the 7-day Select Synch + CIDR protocol [23]. Heifers were then artificially inseminated (AI) using female-selected semen from a single bull. Post-AI, heifers were stratified by BW and randomly allocated to one of two diets: control (CON; *n* = 36) or vitamin and mineral supplemented (VTM; *n* = 36). The VTM group received a premix supplement (113 g·heifer^−1^·d^−1^) in addition to the basal ration. Open heifers after pregnancy check were rebred 60 days after the first AI (CON, *n* = 19; VTM, *n* = 18), following the breeding protocol described above. Rebreeding was based on the treatment groups to which the heifers were initially assigned. Pregnant heifers from rebreeding were included in our study and used to describe the animal model and to characterize the jejunal mucosa transcriptome [8,24].

The VTM treatment started 60 days before breeding and continued until parturition. From the start of treatment until day 239 of gestation, the VTM group received a loose-form of premix supplement (Purina Wind and Rain Storm All Season 7.5 Complete, Land O’Lakes, Inc., Arden Hills, MN, USA; Table S2) that was top-dressed onto their basal ration. Beginning on day 240, the VTM premix was incorporated directly into the total mixed ration (TMR) for the supplemented animals. Detailed diet nutrient profiles are available in Supplementary Table S1 and have been previously described [7,8]. Feed intake was individually monitored using a Calan head-gate system (American Calan, Northwood, NH, USA), and rations were adjusted throughout pregnancy to support a target average daily gain of 0.45 kg per heifer through day 200. From day 201, feed was provided *ad libitum* to accommodate increased demands leading up to parturition. From day 240 onward, individual feed intake was recorded using the Insentec feeding system (Hokofarm Group B.V., Marknesse, The Netherlands). At birth, calves were immediately separated from their dams before suckling and housed individually. Within two hours of delivery, each calf received 1.4 L of commercial colostrum replacer (LifeLine Rescue High Level Colostrum Replacer, APC, Ankeny, IA, USA) administered via the esophageal feeder. Follow-up feedings of 2 L of milk replacer (Duralife 20/20 Optimal Non-Medicated Milk Replacer, Fort Worth, TX, USA) were given at 12 and 24 h after the initial colostrum supplement using the same method. At 30 h post-colostrum, euthanasia via captive-bolt stunning followed by exsanguination was performed in 14 calves (*n* = 7 per treatment group, female only). Organs were collected and weighed, and samples from the caudal to the midline position of the liver tissue were obtained, snap-frozen on dry ice, and stored at −80 °C.

### 2.3. RNA Extraction, RNA Sequencing, and Data Analyses

Liver tissue samples (30 mg) from 14 calves (*n* = 7 per group) were used for total RNA isolation, which was carried out using the RNeasy Kit (Qiagen, Germantown, MA, USA) in conjunction with an on-column DNase digestion step, as per the manufacturer’s guidelines. RNA integrity and purity were evaluated using a Qubit RNA IQ Assay kit (ThermoFisher Scientific, Carlsbad, CA, USA), agarose gel electrophoresis, and the Agilent 2100 Bioanalyzer (Agilent Technologies, Wilmington, DE, USA). All samples passed quality control thresholds for downstream processing. Strand-specific libraries were then constructed using the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina (New England BioLabs^®^, Ipswich, MA, USA).

Sequencing was performed by Novogene Co., Ltd. (Nanjing, China) on the Illumina^®^ NovaSeq X platform. We generated 150 bp paired-end reads, targeting, on average, a sequencing depth of 20 million reads per library. Our data analyses followed the pipeline described in our previously published work on the transcriptome profile of jejunal mucosa [24] and shortly described on the following sections. Adapters and low-quality reads (Phred-Score < 30) were filtered out. FastQC v. 0.11.9 [25] and MultiQC v. 1.10.1 [26] were used for data quality control and read statistics evaluation. Quality parameters included average read length, adapter content, over-represented sequences, and per-base sequence quality scores. The STAR aligner v. 2.7.5 was used for mapping the reads to the *Bos taurus* reference genome (ARS-UCD1.2, Ensembl) [27]. To obtain the raw counts per gene, we used the –quantMode GeneCounts flag from STAR and the GTF annotation file from the Ensembl database (release 109). Post-mapping quality control was also performed using MultiQC. Following quality control, samples (*n* = 2, one from each group) with low unique mapping rates (% unique Aligned ≤ 80%) were removed from subsequent analyses.

### 2.4. Differential Expression Analysis

We used the *filterByExpr* function from edgeR v. 3.36.0 [28] to remove genes that were either not expressed or lowly expressed. Next, potential batch effects were investigated based on a principal component analysis implemented using the factoextra v1.0.7 [29] R-package. Differentially expressed genes (DEGs) were determined by comparing the VTM and CON groups using DESeq2 v.1.34.0 [30]. Significant differential expression was based on a *p* ≤ 0.05 and |log2 fold change| ≥ 0.5. The sign of the log2FC was used to classify the DEGs as up or downregulated in the VTM group. The DEGs were annotated using BiomaRt v. 2.50.1 [31].

### 2.5. Co-Expression and Regulatory Network Analyses

To explore regulatory mechanisms driving differential gene expression between the groups, we employed the Regulatory Impact Factor (RIF) analytical framework, utilizing both RIF1 and RIF2 algorithms [32]. RIF1 prioritizes transcription factors (TFs) that show distinct co-expression with highly expressed and differentially regulated genes, whereas RIF2 highlights TFs whose expression best predicts changes in the abundance of DEGs [32,33]. Accordingly, normalization of gene expression was performed using the *VST* function from DESeq2. A list of bovine TFs (*n* = 1445) was retrieved from the AnimalTFDB database v4.0 [34]. These TFs overlapped with our list of genes expressed in the liver, and those not expressed were filtered out (*n* = 483). The RIF analysis was performed using FORTRAN 90, following the published code provided by the authors [32]. Significant TFs were identified based on RIF1 or RIF2 values exceeding |1.96| standard deviations from the mean (*p* ≤ 0.05) [32,35].

To further characterize regulatory interactions, we applied the Partial Correlation and Information Theory (PCIT) algorithm to evaluate gene interaction patterns and differences in network connectivity between VTM and CON groups [36]. Networks were built separately for VTM and CON groups. Significant co-expression pairs were retrieved when a partial correlation ≥ |0.9| (*p* ≤ 0.05), and the correlated pairs were DEG or RIF genes [35].

Differences in network connectivity between groups were measured based on the differential connectivity, as follows: ${DK}_{i}=K_{VTM}\left(i\right)-K_{CON}\left(i\right),$ where *K* is the standardized connectivity for each gene in each network. The connectivity (K) was determined by normalizing each gene’s connectivity to the network’s maximum value [37]. Then, each *DK* score was transformed into a *z-score*. Scores were considered significant when values fell ± 1.96 standard deviations (SD) from the mean (*p* ≤ 0.05) [35]. Regulatory networks were visualized using Cytoscape (v3.9.0) [38].

### 2.6. Functional Over-Representation Analysis

To explore the effects of maternal diet on pathways and biological processes (BPs), we adopted two complementary approaches: over-representation (ORA) and gene set enrichment Analyses (GSEA). The ORA was performed using the DEGs list only, as we aimed to understand the BPs and KEGG pathways in which these DEGs were involved. To this end, we used ShinyGO v.0.80 [39] and ClueGo v2.5.10 [40], which integrate annotations from multiple databases and provide complementary visual and functional interpretations of enrichment results. Significance was determined based on the enrichment FDR ≤ 0.05 and Group *p*-value ≤ 0.05, respectively.

### 2.7. Gene Set Enrichment Analysis

To identify gene sets that share common biological pathways, while accounting for the collective effect of genes within a pathway [41], we performed GSEA using all expressed genes kept after post-mapping quality control. This complementary strategy was chosen because GSEA increases sensitivity to subtle but coordinated changes in gene expression that may not be captured by ORA alone [41]. The DESeqResults object from DESeq2 analysis was used to rank the genes, according to the following equation: $rank=\left[sign\left({log}_{2}FC\right)\times -{log}_{10}\left(p\text{-}\mathrm{Value}\right)\right]$, where the sign of the ranking (positive or negative) was based on the fold-change, while the magnitude was defined by the *p*-value [42].

The ranked gene list was used to categorize genes into KEGG pathways on the WebGestalt (WEB-based Gene SeT AnaLysis Toolkit v.2019) [43]. Under the assumptions of GSEA, the degree of over-representation is quantified using the normalized enrichment score (NES). The NES represents the enrichment score of a gene set after normalization across all analyzed gene sets. A significantly positive NES suggests that genes within the set are predominantly found at the top of the ranked list (positive FC), whereas a significantly negative NES indicates enrichment at the bottom of the list (negative FC) [41].

## 3. Results

### 3.1. Impact of VTM Supplementation on Maternal and Fetal Phenotypes

The experimental model and phenotypic results from this study were previously published [8]. Key findings were summarized here to provide context for the current molecular analyses. No significant differences were observed for heifer BW throughout gestation (CON: 510.1 ± 57.99 kg; VTM: 528.0 ± 65.86 kg; *p* ≥ 0.25), as well as at calving [8]. Similarly, VTM supplementation did not affect calf weights at calving or 30 h after [8]. No effects were identified in calf morphometrics and organ mass between treatment groups [8]. Regarding trace mineral status, dam serum concentrations at calving were similar across treatments, except for Co [8]. Calves from VTM supplemented cows had higher hepatic concentrations of Se and Mo, as well as Co and Se in the serum at 30 h of age [8].

### 3.2. Maternal Supplementation Alters Neonatal Liver Gene Expression and Transcription Factor Rewiring

The liver transcriptome profiles of neonatal heifer calves, taken 30 h after birth, were examined to determine differences based on maternal diets (VTM or CON) during gestation. 

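Liver tissue from 14 female calves, 7 born from VTM dams and 7 from CON dams, was taken 30 h after colostrum, and its RNA was sequenced from strand-specific libraries. The authors deposited the number of reads that STAR counted on each of 27607 Ensembl genes of ARS-UCD1.2, as raw counts without normalization or a gene filter, for all 14 libraries. Of these genes, 8165 had 0 counts in every library. Total counts in the 12 libraries that the paper analysed ranged from 14989388 to 20125409 per calf, with a median of 18037841.5 in the VTM group and 16748606.5 in the CON group. The difference in mean total between the groups was not past 0.05 (2-sided exact permutation test over all 924 splits, p = 0.0649). Gene names were taken from the supplementary tables that pair them with Ensembl identifiers. Counts were compared with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, and DESeq2 was run as an alternative. As in the paper, a gene was past the threshold at an unadjusted p of at most 0.05 with an absolute log2 fold change of at least 0.5, and Benjamini-Hochberg adjusted p-values are given beside it. Log2 fold changes are VTM relative to CON throughout, and CPM are counts scaled to library size with edgeR's cpm function after TMM normalization.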

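The counts of the 2 calves that the paper left out for low alignment, CON calf 19 and VTM calf 10, are part of the deposited table. Their totals were 13724746 and 13382264 counts, the lowest of the 14 libraries. CON calf 19 had 1265 genes with 1 to 9 counts and VTM calf 10 had 3095. Values below are given over the 12 calves of the paper first and, where stated, over all 14.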

Two samples were excluded from the study due to low alignment scores (below 80%). On average, 21.6 M clean reads per sample were produced through RNA-Sequencing. The minimum and maximum number of reads per sample ranged from 20.0 to 23.8 M, respectively. 

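Among the 12 libraries, the number of genes with 0 counts ranged from 10941 in CON calf 7 to 15395 in VTM calf 40. VTM calf 40 had 318 genes with 1 to 9 counts. The next lowest library, CON calf 31, had 1531. Of the 2667 genes whose mean over the other libraries put them at 10 to 50 counts in VTM calf 40, 50.7% had 0 counts there, against 20.7% in CON calf 31, the next highest library.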

On average, 94.2% of all clean reads were uniquely aligned to the reference genome (Supplementary Table S2). After quality control of gene counts, 13,295 out of 27,607 genes remained in the 12 samples (*n* = 6 per group) for differential expression analysis.

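With filterByExpr of edgeR 4.0.16, 13307 of the 27607 genes were kept in the 12 calves and tested. Requiring at least 10 counts in every library kept 10594 genes, and all 14 calves gave 13311. The median log2 fold change over all tested genes was -0.02.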

Differential expression analyses using DESeq2 identified 630 DEGs by comparing the VTM and CON groups (*p* ≤ 0.05 and |log2FC| ≥ 0.5). Of these, 160 genes were upregulated and 470 were downregulated in the calves born from VTM cows (Figure 1). 

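With edgeR's quasi-likelihood test, 494 of 13307 genes were past the threshold. At an unadjusted p of at most 0.05 alone there were 690 genes, where chance gives 665. With DESeq2 there were 880, where chance gives 664, and with edgeR on genes with at least 10 counts in every library 665, where chance gives 530. The number was below what chance gives over all 14 calves (428 against 666), in the libraries with at least 90% of reads aligned (568 against 680) and with 1 surrogate variable (523 against 665). With 1 calf left out it ranged from 412 without CON calf 25, where chance gives 673, to 1351 without CON calf 37, where chance gives 672. No gene had an adjusted p-value at or below 0.05, and the lowest adjusted p was 0.791 with edgeR and 0.0844 with DESeq2. The Wald test of DESeq2 1.42.0 put 630 genes past the same threshold, all of them in Supplementary Table S3, and 492 of the edgeR genes were among them. The number of genes past the threshold with 1 calf left out ranged from 286 genes without CON calf 31 to 1039 without CON calf 37. Over all 14 calves, 275 genes were past the threshold. The 12 calves were also divided into other groups of 6, in 100 of the 462 distinct splits, the maternal diets included. As many genes as between the diets were found in 21 of these splits with edgeR and in 22 with DESeq2. In each of them CON calves 25 and 31 were on the same side, as between the diets. Splits that separated these 2 calves had at most 445 genes with edgeR and 605 with DESeq2.

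**Figure D1:**
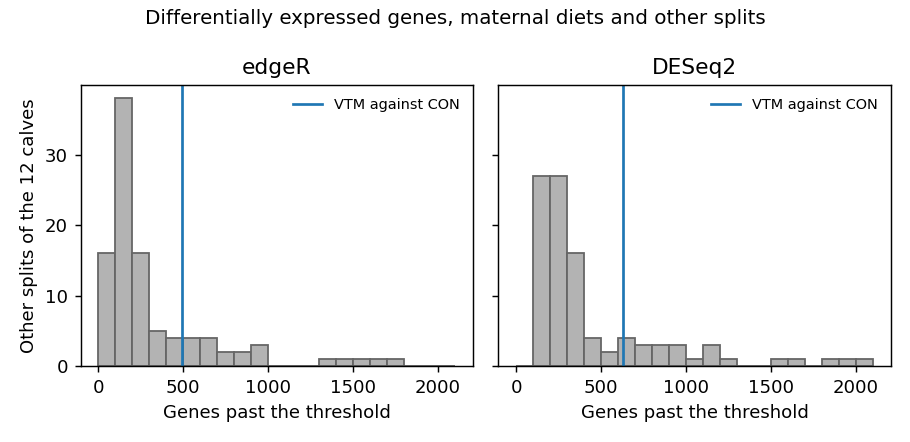
Number of genes past the threshold (horizontal axis) in other splits of the 12 calves (grey bars, number of splits per 100 genes) and between VTM and CON (blue line), with edgeR on the left and DESeq2 on the right. With edgeR the splits ranged from 69 to 1774 genes.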

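In the edgeR test, 115 genes were higher and 379 lower in the VTM group, so 76.7% were lower. With DESeq2 the counts were 160 and 470. A share at least as uneven arose in 11 of the 100 splits.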

Protein-coding genes accounted for the majority of DEGs (94.1%); however, long non-coding and small non-coding RNAs were also identified (Supplementary Table S3). 

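ROBO4 (ENSBTAG00000004356) was at 10.9 ± 2.44 CPM in VTM and 22.3 ± 6.41 CPM in CON (SD, n = 6 each), a log2 fold change of -1.03 (standard error 0.22), and every VTM calf was below every CON calf (exact permutation p = 0.00216, the smallest that 6 calves against 6 allow). CCN1 (ENSBTAG00000009844) was at 9.24 ± 3.52 CPM in VTM and 24.8 ± 11.7 CPM in CON (SD, n = 6 each), a log2 fold change of -1.42 (standard error 0.33), also without overlap between these groups. Over all 14 calves the groups overlapped in ROBO4 and CCN1. CON calf 19 was at 13.01 and 12.36 CPM, and the highest VTM calf of the paper's 12 at 13.03 and 13.53 CPM. For TTC38 (ENSBTAG00000003017) the log2 fold change was -0.58 (standard error 0.13), for DCN (ENSBTAG00000003505) -0.84 (standard error 0.19) and for DPT (ENSBTAG00000021211) -1.57 (standard error 0.38). Exact permutation tests on log2 CPM gave p = 0.0130 for DCN and 0.0173 for DPT. All 5 were past the threshold in each of the 12 fits that left out 1 calf, and edgeR's adjusted p was 0.791 for each. TTC38, at -0.47 over all 14 calves, was not past it there. The genes with the smallest p among those higher in VTM were LRAT, AGMO, PARM1, IL1R2 and PDE8B, with log2 fold changes of 0.83, 0.76, 1.01, 1.03 and 1.57. VIM, with a log2 fold change of -0.86 (standard error 0.20), was among the 5 smallest of those lower in VTM. The transcription factor CREB3L1 (ENSBTAG00000006143) had a log2 fold change of -0.93 (standard error 0.24). FOS (ENSBTAG00000004322), at -1.46 (standard error 0.68), was not past the threshold with edgeR and was with DESeq2, and with edgeR over all 14 calves it was past it, at -1.35. Its count was 0 in VTM calf 40. CON calf 13 was at 24.2 CPM and the other CON calves at 8.46 CPM or less. Without CON calf 13 the log2 fold change of FOS was -0.80.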

The top five DEGs with the most significant *p*-values included *ROBO4*, *CCN1*, *DCN*, *DPT*, and *TTC38.* Among the DEGs, we identified 36 TFs, including *CREB3L1*, *STAT5A*, and *FOS*.

We used the RIF metrics to identify TFs potentially modulating the expression of DEGs. We identified 58 significant TFs (*p* ≤ 0.05; RIF1 = 55; RIF2 = 3) out of 962 tested as potential regulators. These TFs were classified into 19 families, with the zinc finger C2H2 and homeobox families being over-represented. 

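RIF1 and RIF2 were recomputed from variance-stabilized counts of the 12 calves and the 630 genes of Supplementary Table S3, with z-scores taken over all 13307 expressed genes. Of the 58 TFs in Supplementary Table S4, 55 were beyond 1.96 for RIF1 and 1 for RIF2. Without VTM calf 40 the count fell to 27 of 58, without CON calf 31 to 29, and over all 14 calves it was 39 of 57. Among all expressed genes, TFs or not, 781 were beyond 1.96 on either measure.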

The TFs *ZNF133* (*z-score* = 3.98), *GRHL2* (*z-score* = 3.61), *NFIC* (*z-score* = 3.3), *FOXQ1* (*z-score* = 3.15), and *MKX* (*z-score* = 3.09) showed the most extreme scores for RIF1. 

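The recomputed RIF1 z-scores were 4.01 for ZNF133, 3.67 for GRHL2, 3.35 for NFIC, 3.25 for FOXQ1 and 3.18 for MKX. Over all 14 calves the z-score of NFIC was 0.03. GRHL2 and MKX were at low counts, with 0.518 ± 0.449 and 0.431 ± 0.459 CPM in CON (SD, n = 6).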

For RIF2, the list included *CIZ1* (*z-score* = 2.106), *HSF1* (*z-score* = 2.01), and *MTA1* (*z-score* = 1.96). 

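For RIF2, the recomputed z-scores were 1.98 for CIZ1, 1.87 for HSF1 and 1.83 for MTA1, of which CIZ1 was beyond 1.96.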

A list of all RIF1 and RIF2 significant TFs is presented in Supplementary Table S4. Herein, genes encoding TFs, identified as key regulators based on the RIF score, will be called TFs throughout the text.

We conducted a network analysis based on the PCIT approach [36] to explore the gene co-expression patterns and identify the most rewired ones between the groups in response to maternal diet. 

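PCIT, which keeps a correlation between 2 genes only where no other gene accounts for it, was run within each group of 6 calves on variance-stabilized counts of 13307 genes. Before any threshold on the correlation it kept 2717354 pairs in CON and 2440413 in VTM.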

The networks from the CON and VTM groups resulted in 2,717,766 and 2,440,509 gene pairs, respectively. Data dimensionality was reduced by retaining only co-expressed pairs with DEGs or RIF genes and a partial correlation ≥ |0.9| (*p* ≤ 0.05). The CON network resulted in 302,398 gene pairs (12,787 unique genes), while for the VTM, we identified 196,459 gene pairs (13,238 unique genes). However, only 12,725 genes were shared between both networks, and 516 were unique to the VTM network. 

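With an absolute correlation of at least 0.9 and at least 1 gene of Supplementary Tables S3 or S4 in each pair, the CON network held 302326 pairs and the VTM network 196443, a ratio of 1.54. The genes in them numbered 12787 and 13238. The ratio moved most over all 14 calves, to 2.33. Without CON calf 31 and VTM calf 4 it was 1.09.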

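The recomputed networks shared 12725 genes, and 513 were in the VTM network alone.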

Through comparison of connectivity across groups, we found 435 differentially connected (*DK*) genes (*p* ≤ 0.05; Supplementary Table S5). 

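By the same rule, 437 genes had a DK z-score beyond 1.96, including all 435 of Supplementary Table S5, and every one was among the 688 genes of Supplementary Tables S3 and S4. With the gene list called anew in each of 22 splits of the 12 calves, 6 splits, the diets included, gave as large a ratio of connections. In each of these 6, CON calves 25 and 31 were on the same side. Splits that separated these calves reached a ratio of at most 1.43.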

Although the VTM group showed an increase in the number of unique genes within the network, the number of connections was reduced, and 274 genes lost connectivity in the subnetwork based on a correlation greater than |0.9| (Figure 2). 

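Connectivity, scaled to the most connected gene of each network, was lower in VTM for 275 of the DK genes and higher for 162. Without scaling the counts were 306 and 120. Networks that left out 1 CON and 1 VTM calf, in all 36 ways, were chosen after the data were seen. With scaling, connectivity was lower for 241 to 289 genes and higher for at most 177 while VTM calf 40 was included, and lower for 144 to 191 and higher for 272 to 309 in the 6 networks without it. There the most connected gene of the VTM network had 270 connections, against 408 to 446 with that calf, which raises every scaled value in VTM. Without scaling, connectivity was lower for 303 to 354 genes and higher for 50 to 91 in the same 6 networks.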

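Of the TFs in Supplementary Table S4, 44 were beyond the DK threshold in the recomputed networks, 27 with higher scaled connectivity in VTM and 17 with lower. Without scaling, over the same calves, the counts were 20 and 22, so the majority depended on scaling. With scaling, the counts were 15 and 27 without VTM calf 40 and CON calf 13. They were 19 and 15 without VTM calf 40 and CON calf 31. In the 30 networks that kept VTM calf 40, with scaling, 15 to 31 TFs were higher and 11 to 25 lower. Among these, the counts were 22 and 25 without VTM calf 4 and CON calf 37. In the 6 networks without VTM calf 40, and without scaling, they were at most 7 and at least 32.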

Among the 43 TFs differentially connected, 26 TFs gained connectivity in the VTM network, whereas 17 TFs lost connectivity. The TFs with the highest *DK* included *ZNF200* (*z-score* = 7.9), *ZNF397* (*z-score* = 7.1), and *ZFP62* (*z-score* = 7.0), while the DEGs also differentially connected were *HDAC7* (*z-score* = 9.9), *NOTCH4* (*z-score* = 9.9), and *TYRO3* (*z-score* = 9.8) (Figure 2).

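ZNF200 had 246 connections in CON and 788 in VTM (z-score 7.96), ZNF397 210 connections in CON and 693 in VTM (z-score 7.08) and ZFP62 241 connections in CON and 716 in VTM (z-score 7.05). HDAC7 had 117 connections in CON and 838 in VTM (z-score 10.01), NOTCH4 134 connections in CON and 846 in VTM (z-score 9.93) and TYRO3 89 connections in CON and 812 in VTM (z-score 9.96). VTM calf 40 stood apart from the other VTM calves in HDAC7, at 4.87 CPM, and in NOTCH4, at 2.82 CPM. Without it, the z-score of HDAC7 lay between 0.98 and 3.39 and that of NOTCH4 between 1.12 and 3.05 across the 6 networks that also left out 1 CON calf. With it, in the 30 networks that left out another VTM calf, the z-score of HDAC7 was at least 8.56. TYRO3 kept a z-score of at least 8.88 without VTM calf 40, where its count was 0, and of 3.37 to 4.62 when connectivity was not scaled; those of HDAC7 and NOTCH4 were then at most 0.87 and 0.49. With the gene list of the edgeR test, which lacks TYRO3, the z-score of TYRO3 was 0.28, because a gene off the list is counted only for its connections to genes on it.

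**Figure D2:**
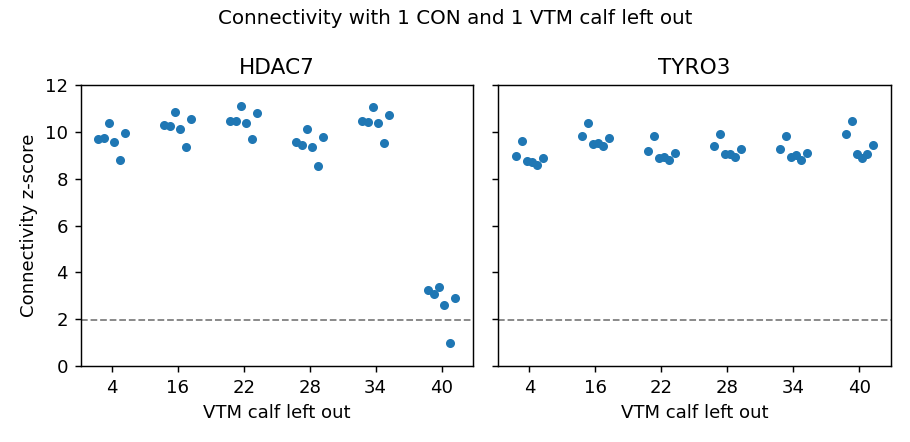
Connectivity z-score (vertical axis, connectivity scaled within each network) of HDAC7 (left) and TYRO3 (right) in the 36 networks that left out 1 CON and 1 VTM calf, grouped by the VTM calf left out; the dashed line is the threshold of 1.96. For HDAC7 the 6 values without VTM calf 40 are the lowest, at most 3.39.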

### 3.3. Differentially Expressed Genes Were Involved with Oxidative Phosphorylation, Vitamin Digestion and Absorption, and Metabolism Processes

A two-tiered approach was taken to identify BPs and KEGG pathways related to changes in gene expression. First, the over-representation analysis of DEGs (*n* = 630) retrieved the top 20 BPs and 20 KEGG pathways (Figure 3A; Supplementary Table S6). KEGG pathways included oxidative phosphorylation, non-alcoholic fatty liver disease, PI3K-Akt signaling pathway, and metabolic pathways (Figure 3A). 

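Supplementary Table S6 lists 23 genes under oxidative phosphorylation, which the study picked as differentially expressed in these calves, so that tests on them are not independent evidence. All 23 were lower in VTM, with a median log2 fold change of -1.13, and 19 were past the threshold with edgeR. Under 1 surrogate variable as a covariate the median was -0.10, and without CON calf 31 it was -0.59 with 1 gene past the threshold.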

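Genes of the mitochondrial genome in Supplementary Table S3, 12 protein-coding and 5 rRNA or tRNA genes, took 2.63 ± 0.697% of counts in VTM and 6.29 ± 6.37% in CON (SD, n = 6 each). The study picked these genes too as differentially expressed in these calves. Other mitochondrial genes, ATP6 among them, are left out of the share. The difference of -3.66 percentage points was within the spread of the CON calves (2-sided exact permutation test, p = 0.208). CON calf 31 was at 18.3% (95% Wilson interval 18.26 to 18.30) and CON calf 25 at 8.70% (95% Wilson interval 8.68 to 8.71), intervals that cover counting error alone. Over all 14 calves, with CON calf 19 at 4.84% and VTM calf 10 at 3.11%, the difference was -3.38 points (exact permutation p = 0.104). COX1 alone was at 13744 ± 4851 CPM in VTM and 40821 ± 51425 CPM in CON (SD, n = 6 each), and its exact permutation p was 0.286.

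**Figure D3:**
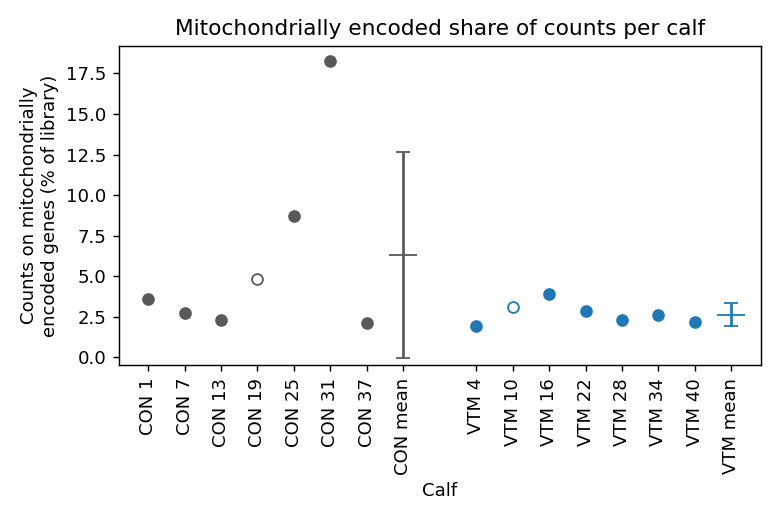
Share of each library's counts on the mitochondrially encoded genes of Supplementary Table S3 (vertical axis, percent) for each calf. Open circles are the 2 calves that the paper left out, and the bars are the mean and SD of the 6 calves of each group that it kept. CON calves 31 and 25 lie above the other 12 calves.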

Shared genes within the pathways were in the COX protein complex family (*COX1*, *COX2*, *COX3*), NADH-ubiquinone oxidoreductase chain *(ND1*, *ND2*, *ND3*, *ND4*, *ND4L*, *ND5*, *ND6)*, and the NADH dehydrogenase [ubiquinone] 1 alpha subcomplex (*NDUFA2*, *NDUFA3*, *NDUFA8*, *NDUFA11*, *NDUFA4L2*). Additionally, over-represented pathways from the ClueGo analysis (Supplementary Table S6), considering the 630 DEGs, included FoxO signaling, TGF-beta signaling, and complement and coagulation cascades (Group *p*-value ≤ 0.05). Significant BPs retrieved from ShinyGO were related to the mitochondrial respiratory chain, metabolic processes, and signal transduction (Figure 3B). Furthermore, BPs related to tissue structure and development included collagen biosynthetic processes and collagen metabolic processes. 

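Of the 14 genes listed under collagen metabolic process, again picked by the study on these calves, 13 were lower in VTM and F2R was higher. Their median log2 fold change was -0.83, and 13 were past the threshold. With camera at its preset correlation both this list and the oxidative phosphorylation genes were past 0.05, but with the correlation estimated from the calves, and with fry, this list alone was.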

Among the underlying genes shared across BPs, we can highlight *BMP4*, *COL1A1*, *F2R*, *RCN3*, *CREB3L1*, and *TGFB3*.

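COL1A1 (ENSBTAG00000013103) was at 415 ± 156 CPM in VTM and 903 ± 490 CPM in CON (SD, n = 6 each), a log2 fold change of -1.12 (standard error 0.35) (exact permutation p = 0.0368). The log2 fold changes were -0.73 (standard error 0.21) for RCN3 and 0.69 (standard error 0.30) for F2R. Of the 12 fits that left out 1 calf, RCN3 was past the threshold in 12 and F2R in 5. In F2R, VTM calf 40 was at 12.0 CPM and the other VTM calves at 6.86 CPM or less. Without VTM calf 40 its log2 fold change was 0.44. TGFB3 (ENSBTAG00000012004), with -1.17 (standard error 0.63), was not past the threshold with edgeR, and was with DESeq2.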

To gain a more comprehensive understanding of the pathways influenced by the maternal treatments, we conducted a GSEA analysis on 13,295 expressed genes. After ranking all the genes, we identified the top 20 KEGG pathways (|NES ≥ 1.5|). The top pathways involving positively ranked genes included beta-alanine metabolism, vitamin digestion and absorption (Figure 4). *ALDH7A1*, *SLC19A3*, *LMBRD1*, *JARID2*, *ACVR1B*, *PNPO*, *TRADD*, and *TBK1* were underlying the over-represented pathways.

Conversely, the top identified pathways underlying the negatively ranked genes included ribosome and oxidative phosphorylation (Figure 5), over-represented by downregulated DEGs from the COX protein complex, NADH-ubiquinone oxidoreductase chain, and the NADH dehydrogenase [ubiquinone] 1 alpha subcomplex. 

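Preranked enrichment of the 23 listed oxidative phosphorylation genes, with the signed log10 of edgeR's p as the rank, gave a normalized enrichment score of -2.78. For the collagen genes it was -2.32. Both lists hold only genes that the study called differentially expressed in these calves, so strongly negative scores follow largely from that choice. They are not comparable with the paper's scores for whole KEGG pathways. Ribosomal protein genes were not analysed here.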

Shared pathways between GSEA and KEGG analyses identified with ClueGO and ShinyGO were the intestinal immune network for IgA production, retrograde endocannabinoid signaling, and oxidative phosphorylation.

## 4. Discussion

We investigated the effects of maternal vitamin and mineral supplementation during pregnancy on the gene profile of neonatal liver tissue. Our results show that maternal supplementation affected the expression profile of genes playing key roles in liver metabolism and function. Furthermore, we shed light on the regulatory interplay between genes and TFs and their rewiring, leading to differences in the transcriptional regulation between the VTM and CON groups.

Our previous findings provided strong evidence that maternal vitamin and mineral supplementation from the periconceptual period to day 83 of gestation affected maternal and fetal development [5,6,10,20]. We have reported increased concentrations of Se, Cu, Mn, and Co in the liver and amino acids in allantoic fluid from the VTM group [46]. Fetuses from VTM dams had heavier livers and altered metabolome and transcriptome, which were over-represented by lipid and metabolism-related processes [5,6,20]. In the current study, where supplementation extended throughout gestation, we did not identify any treatment effect on BW at calving or organ mass [8]. These differences may be due to fetal developmental plasticity and maternal buffer effects, where compensatory mechanisms may normalize growth trajectories throughout gestation [47]. On the other hand, the concentration of key trace minerals in the serum (Co, Se, and Zn) and liver (Se) of the calves was affected by the maternal diet [8]. In a similar study with a different cohort, we reported that F1 female heifers born to VTM dams were significantly heavier from weaning through 15 months of age, although no differences in birth weight were reported [7]. Harvey et al. [48] found that supplementation of organic-complexed or inorganic Co, Cu, Mn, and Zn to cows during the second and third trimesters of gestation had no effect on calf liver trace mineral concentrations at birth, 24 h after, and at weaning. Additionally, no effects were observed on calf birth weight and weaning BW. Conversely, supplementation during the last trimester of gestation, with organic or inorganic Co, Cu, Mn, and Zn, affected the concentrations of hepatic Co, Cu, and Zn. Although no differences were reported for BW at birth, calves born to cows supplemented with organic complexed minerals were heavier from weaning until slaughter [48]. While phenotypic effects may be timing, duration, and nutrient-dependent, our results suggest molecular programming with phenotypic responses that may be delayed or latent and only emerge later in life or under specific environmental stimuli [49].

### 4.1. Maternal Vitamin and Mineral Supplementation Affected Neonatal Gene Expression and Rewired Key Regulatory Genes Underlying Hepatic Metabolism

Vitamins and minerals are key structural or co-factor components of catalytic enzymes and TFs [50]. Additionally, they can modulate the genome through nutrient response elements and epigenetic mechanisms [51]. Imbalances in nutrient availability during key developmental windows may induce responsive and adaptive changes in development through TFs modulating differential gene expression [14]. We identified 36 TFs among the 630 DEGs between the VTM and CON groups. 

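Among the TFs that were differentially expressed in the paper's list, 26 were past the threshold with edgeR and 36 with DESeq2.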

Key TFs involved with liver metabolism included *STAT5A* and *CREB3L1* genes. The *STAT5A* gene, which was downregulated in the VTM group, is a transcriptional activator of metabolic genes associated with physiological processes such as body growth, lipid, bile acid, and steroid metabolism [52]. 

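STAT5A (ENSBTAG00000009496) was at 8.98 ± 1.60 CPM in VTM and 13.7 ± 5.12 CPM in CON (SD, n = 6 each), a log2 fold change of -0.60 (standard error 0.24) (exact permutation p = 0.0433). It was past the threshold in 9 of the 12 fits that left out 1 calf and was not over all 14 calves, at a log2 fold change of -0.48.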

STAT5A activation in the liver is a key pathway in response to GH signaling, which in turn activates the transcription of the *IGF1* gene [52]. The concentration of GH metabolites tended to be significantly higher in the serum of dams from the VTM group [8]. 

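IGF1 (ENSBTAG00000011082) was at 10.5 ± 2.90 CPM in VTM and 6.22 ± 2.31 CPM in CON (SD, n = 6 each), a log2 fold change of 0.75 (standard error 0.30) (exact permutation p = 0.0108). It was past the threshold in 11 of 12 fits with 1 calf left out. CON calf 31 was lowest, at 2.09 CPM.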

For the calves, the serum concentration of GH and IGF1 metabolites was not significantly different between groups [8]; however, the *IGF1* gene was upregulated in the calves born from VTM dams. Minerals, such as Mg, Se, and Zn, have been associated with IGF1 levels [53]. We have shown that fetuses born to VTM supplemented dams during the first trimester of gestation had higher concentrations of Se in the liver [8]. The modulation and bioavailability of IGF1 are complex due to its interplay with insulin-like growth factor binding proteins (IGFBPs) and IGF1 receptors (IGF-1R) [54]. 

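IGFBP7 (ENSBTAG00000019368) was at 192 ± 17.9 CPM in VTM and 298 ± 95.7 in CON (SD, n = 6 each; exact permutation p = 0.0195). IGFBP6 (ENSBTAG00000021467) was at 12.1 ± 5.17 and 22.1 ± 8.53 CPM (SD, n = 6 each; exact permutation p = 0.0325). Their log2 fold changes were -0.63 and -0.86. IGFBP7 was not past the threshold over all 14 calves, at -0.47.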

In the current study, we identified the *IGFBP7* and *IGFBP6* genes downregulated in the VTM group, which may suggest reduced inhibition of IGF1 activity [54].

The *CREB3L1* gene is a TF activator involved in endoplasmic reticulum stress response and secretory pathway regulation [55]. As a nutrient-responsive TF, CREB3L1 interacts with PPAR alpha and FOXO1 to regulate energy homeostasis via lipid and glucose metabolism [55,56]. PPAR protein plays an adaptive role in tissue development in response to nutrient availability by forming transcriptional complexes with nuclear receptors that activate fatty acid oxidation and insulin secretion genes [14,57]. We identified the *IRS2* and *BMP7* genes upregulated, and the *BMP4* downregulated in the VTM group. 

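IRS2 (ENSBTAG00000012019) had a log2 fold change of 1.05 (standard error 0.45), BMP7 (ENSBTAG00000015362) of 1.39 (standard error 0.44) and BMP4 (ENSBTAG00000003835) of -0.56 (standard error 0.24). BMP7 was past the threshold in each of the 12 fits with 1 calf left out, IRS2 in 6 and BMP4 in 5. The exact permutation p was 0.00649 for BMP7, 0.0801 for IRS2 and 0.0541 for BMP4 (n = 6 per group). Over all 14 calves the log2 fold change of BMP7 was 0.81 and that of IRS2 0.80, neither past the threshold, and CON calf 19, at 4.40 CPM, was above every VTM calf in BMP7.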

*IRS2* encodes a protein associated with insulin signaling pathways and serves as an adapter protein that activates insulin and IGF1 receptors to downstream signaling molecules, such as PI3K and Akt [58]. The BMP7 regulates insulin sensitivity by inhibiting MAPKs [59], whereas BMP4 promotes hepatic glycogen accumulation [60]. The *IGF1* and *CREB3L1* genes, among other DEGs, were underlying nutrient-sensing pathways. The PI3K-Akt, AMPK, and FoxO pathways are interconnected to maintain energy homeostasis [61,62].

The regulatory role of the genes was perturbed due to maternal diet, as evidenced by the 435 differentially connected genes we identified. The TFs identified as RIFs were rewired, and most gained connections (*n* = 26), suggesting that they differentially modulated gene transcription between the groups. The top four TFs that gained connections in the network from the VTM group were members of the zinc finger protein family (*KLF16*, *ZFP62*, *ZNF397*, and *ZNF200*). This gene family plays key roles in tissue homeostasis and has been associated with pathological conditions related to liver disease in humans [63]. 

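KLF16 had 268 connections in CON and 651 in VTM (z-score 5.90). In the 36 networks with 1 CON and 1 VTM calf left out, its z-score ranged from -0.40 to 6.66 and that of ZNF397 from 1.27 to 8.99. ZFP62 was at 10.8 CPM in VTM calf 40 and at most 2.20 CPM in the other VTM calves. In that calf KLF16 was at 2.94 CPM and ZNF397 at 1.44 CPM, each below the other VTM calves, and ZNF200 at 0. In the 6 networks without that calf, when connectivity was not scaled, the highest z-score was 0.19 for KLF16, 2.11 for ZFP62, 3.48 for ZNF200 and 4.50 for ZNF397.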

The regulatory mechanisms and specific role of these TFs, however, are yet to be elucidated.

Zinc finger proteins interact with modified histones, suggesting a role in epigenetic regulation. Ocampo et al. [64] reported that Zn status alters chromatin accessibility, affecting distal regulatory regions and promoters. In vitro studies with murine cells have shown epigenetic modulation of proinflammatory genes through histone acetylation in response to selenite supplementation [65]. Histone deacetylation modulates gene expression by removing acetyl groups from histones and TFs, leading to transcriptional repression [66]. We identified histone deacetylating genes, *HDAC4*, *HDAC6*, and *HDAC7*, among the DEGs. While the first was upregulated, *HDAC6* and *HDAC7* were downregulated in the VTM group. 

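HDAC4 (ENSBTAG00000017764) had a log2 fold change of 0.77 (standard error 0.35) (exact permutation p = 0.0628, n = 6 per group). HDAC7 (ENSBTAG00000026819) was at -0.64 (standard error 0.27; exact permutation p = 0.00433). HDAC6 (ENSBTAG00000013244), with -0.52 (standard error 0.24), was not past the threshold with edgeR and was with DESeq2, and its exact permutation p was 0.0130. With all 14 calves, HDAC4 and HDAC7, at 0.53 and -0.51, were not past the threshold, and HDAC6, at -0.51, was.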

Decreased *HDAC4* has been associated with decreased proinflammatory gene expression, insulin resistance, and obesity [67]. Interestingly, both *HDAC6* and *HDAC7* were more connected to the VTM group, suggesting increased chromatin accessibility for transcription. 

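HDAC6 had 535 connections in CON and 807 in VTM (z-score 5.11) with the gene list of the paper. With that of the edgeR test, which lacks HDAC6 and so counts only its connections to genes on the list, the z-score was 0.21. Without VTM calf 40 its z-score with the paper's list was 2.25 to 5.33, and without scaling of connectivity at most 0.17. From the higher connectivity of both genes, the paper proposes increased chromatin accessibility in the VTM group.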

Epigenetic mechanisms, such as DNA methylation, histone methylation, and acetylation, are affected by mineral imbalances [4]. We have shown that fetuses from VTM supplemented dams at day 83 of gestation had 60% hypermethylated cytosines in the liver, potentially regulating 739 nearby genes [68]. Biological processes affected by these genes included the transport of ions and tissue structure development [68]. These findings suggest changes in genes underlying tissue structure and function through epigenetic mechanisms, which may contribute to offspring metabolic programming [16].

### 4.2. The Vitamin Digestion and Absorption Pathway Is Over-Represented by Positively Ranked Genes

Serum concentrations of vitamin D were increased in supplemented dams and their calves. In contrast, vitamin A concentrations were increased only in the dams compared to the CON counterparts [8]. However, vitamin A is poorly transferred across the placenta, which may have limited its availability to the developing fetus [69]. 

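LRAT (ENSBTAG00000017167) was at 14.6 ± 2.76 CPM in VTM and 8.21 ± 2.04 CPM in CON (SD, n = 6 each), a log2 fold change of 0.83 (standard error 0.20). Among the 12 calves, every VTM calf was above every CON calf, and the log2 fold change stayed between 0.74 and 0.93 with each calf left out in turn. CON calf 19, which the paper left out, was at 15.1 CPM, within the VTM range of 11.8 to 18.8 CPM. Over all 14 calves the log2 fold change was 0.70.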

Despite that, calves born to VTM cows showed the *LRAT* gene upregulated. The protein coded by *LRAT* is an essential component of vitamin A metabolism [70]. Retinoic acid and calcitriol influence gene expression by direct interaction with regulatory elements [71]. The nuclear receptors RAR and RXR are activated by retinoic acid via binding to retinoic acid response elements, which induce or repress transcription of targeted genes [50,51]. Harris et al. [72] reported that administering a vitamin A injection to neonatal calves increased weaning weight and enhanced marbling fat development in Angus steers. On the other hand, vitamin A injection into pregnant Nellore cows at 250 days of gestation positively impacted average daily gain before weaning and final BW in the finishing phase in steers [73]. Besides *LRAT*, the *SLC19A2*, *SLC19A3*, *ABCC1*, *LMBRD1*, and *BTD* genes were over-represented in the vitamin digestion and absorption pathway retrieved from the GSEA analysis. These genes were positively ranked, which suggests they were upregulated in a coordinated way. *SLC19A2* and *SLC19A3* code a thiamine and pyridoxine transmembrane transporter (vitamins B1 and B6) [74], whereas the *BTD* gene codes for biotinidase, which recycles biotin (vitamin B7). These proteins serve as enzymatic co-factors in energy metabolism. For example, biotin acts as a co-factor of gluconeogenic enzymes pyruvate carboxylase (PC) and propionyl-coenzyme A carboxylase (PCC) [75].

Genes associated with vitamin B5 (*PANK1*, *PANK3*, *VNN2*, *ENPP1*, *CSAD*, and *PPCS*) were positively ranked in our GSEA analysis, underlying the pantothenate and CoA biosynthesis pathway. The *PANK* genes are members of the pantothenate kinase family, which are key regulatory enzymes in the biosynthesis of coenzyme A (CoA) [76]. 

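PANK1 (ENSBTAG00000010442) was at 18.4 ± 14.9 CPM in VTM and 9.81 ± 4.00 CPM in CON (SD, n = 6 each), a difference within the spread of the VTM calves (exact permutation p = 0.158). Its log2 fold change of 0.90 (standard error 0.43) was not past the threshold with edgeR and was with DESeq2, and with edgeR over all 14 calves it was past it, at 0.82. VTM calf 40 was at 47.6 CPM and the other VTM calves at 17.5 CPM or less. Without VTM calf 40 the log2 fold change was 0.35.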

The *PANK1* gene, which was upregulated in the VTM group, together with *PANK3*, catalyzes the first committed step and controls the overall rate of CoA biosynthesis [77]. From the same pathway, the gene *PPCS* catalyzes the second step in the biosynthesis of CoA [78]. B vitamins are usually not supplemented in beef production systems, as ruminal microbes provide a substantial supply of most water-soluble vitamins [79].

Trace minerals play key roles in the synthesis of B vitamins by acting as co-factors for microbial enzymes [80]. Among the minerals, Co is used for the synthesis of vitamin B12 [80]. The protein coded by the gene *LMBRD1*, associated with the vitamin digestion and absorption pathway, mediates the transport and metabolism of vitamin B12. This vitamin plays a key role in the metabolism of branched-chain amino acids and odd-chain fatty acids [81,82]. We have reported increased hepatic storage of Co throughout gestation, and VTM supplemented dams had greater Co concentration in total colostrum [7]. In the current study, VTM supplemented dams and their calves had greater Co concentrations in the serum at calving [8]. As neonatal calves do not have a functional rumen and established microbial community, they rely on placental and colostral transfer of B vitamins to meet their requirements [83]. Therefore, calves born to supplemented dams likely had greater B vitamin concentrations at birth. Duplessis and Girard [83], reported that maternal biotin, folic acid, and vitamin B12 supplementation 26 days before calving increased dam plasma and colostrum vitamin and calf plasma folate concentrations. These findings indicate that maternal VTM supplementation positively affects vitamin-related metabolic pathways in the calf, potentially supporting early postnatal vitamin utilization and metabolism.

### 4.3. The Oxidative Phosphorylation Pathway Was Over-Represented by Downregulated Genes in the Liver of Calves Born to VTM Supplemented Dams

Oxidative phosphorylation (OXPHOS) is the primary pathway by which cells generate ATP from the breakdown of carbohydrates and fats to provide cellular energy [84]. This process takes place in the mitochondria through a series of redox reactions that drive the electron transport chain and ATP synthase activity [85]. We identified 23 DEGs that were all downregulated in the liver of VTM supplemented calves and associated with the OXPHOS KEGG pathway. Curiously, all of them lost connectivity within the VTM network group. 

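In the recomputed networks, all 23 genes had fewer connections in VTM, with a median of 196 against 855 in CON, and z-scores from -8.57 to -3.63. Centred over the calves, the nuclear members were at 1.00 in CON calf 25 and 1.38 in CON calf 31. The other CON calves of the paper were at most at 0.01. The mitochondrial members were at 1.64 and 2.79, against at most -0.05. Correlations over so few calves can rest on such extremes. No network left out both calves, so whether the loss rests on them is not decided.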

In the same pathway, an additional 34 genes were negatively ranked within the GSEA analysis. Among them were genes that are part of the NADH dehydrogenase (ubiquinone) complex I gene family. These genes regulate mitochondrial complex I activity by transferring electrons from NADH to the respiratory chain [86]. Also, we identified the mitochondrial genes *MT-ND6*, *MT-ND4L*, *MT-ND3*, *MT-ND2*, and *MT-ND4*, which are part of the complex I assembly.

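Log2 fold changes were -1.13 for ND6, -1.60 for ND4L, -1.71 for ND3, -1.46 for ND2 and -1.56 for ND4. Exact permutation p-values were between 0.199 and 0.303 (n = 6 per group). Under 1 surrogate variable as a covariate, ND2 and ND4L changed direction.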

Micronutrients play significant roles in mitochondrial function, particularly in energy metabolism and ATP production, as many serve as essential co-factors. Notably, 11 of the 12 minerals required for human health are directly involved in mitochondrial metabolic processes [87]. The availability of trace minerals influences the assembly, stability, and activity of the electron transport chain [88]. However, the excess availability of redox-active co-factors may contribute to the downregulation of genes involved in the electron transport chain as a regulatory mechanism to mitigate the potential overproduction of reactive oxygen species, which are closely associated with mitochondrial Complex I activity [89]. Therefore, the observed downregulation of Complex I genes despite increased mineral availability may reflect a feedback or adaptive response to maintain mitochondrial redox homeostasis under enhanced micronutrient conditions. The relative downregulation of the above-mentioned genes in the VTM group means an upregulation in the CON counterpart. These changes may be related to a compensatory activation, such as beta-oxidation, to be used as the main energy source [90]. Additionally, if required co-factors are limited, it is possible that cells may transcriptionally upregulate genes involved in oxidative phosphorylation to maximize efficiency of energy generation and compensate for potential reductions in enzymatic activity.

The hepatic mitochondrial function was previously assessed via high-resolution respirometry using the same cohort of calves we used in this study. No significant differences were observed in LEAK and OXPHOS respiration parameters between treatments, whereas there was a significant increase in residual oxygen consumption (ROX) and a trend for increased electron transport system capacity (E) in the VTM group [46]. Despite unchanged whole-tissue OXPHOS function at the neonatal stage, transcriptomic changes suggest reduced ATP production and functional reprogramming of mitochondrial pathways in VTM calves. These findings may support the hypothesis of compensatory effects due to the upregulation of the OXPHOS genes in the CON group to coordinate energy metabolism. In mice, the loss of mitochondrial complex I has been shown not to impair the liver’s ability to maintain metabolically functional mitochondria [91]. 

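MTA1 had 1004 connections in CON and 91 in VTM (z-score -9.45). Across the 36 networks with 1 CON and 1 VTM calf left out its z-score lay between -10.98 and -6.20. MTA1 was at 119 CPM in CON calf 25 and 134 CPM in CON calf 31, and at most 71.9 CPM in the other CON calves. Each of the 36 networks kept at least 1 of these 2 calves, so the range cannot show whether the loss rests on them.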

Although not over-represented in the OXPHOS pathway, we identified the *MTA1* gene as significantly less connected in the VTM group. This gene has been reported as part of the deacetylation complex [92]. Additionally, *MTA1* is an ATP synthase modulator, driving mitochondrial bioenergetic metabolism reprogramming associated with growth and liver metastasis of colon cancer [93]. These results corroborate our previous findings in the jejunal mucosa of the same calves. We have reported changes in the expression of nutrient transporter-related genes, metabolism, tissue structure, and immune function [24]. While these findings may reflect early-life adaptations that could influence energy metabolism, further studies are needed to determine potential regulatory mechanisms and functional metabolic outcomes.

When considered together, findings from our series of studies highlight the importance of maternal vitamin and mineral supplementation throughout gestation. Supplementation from approximately day-60 pre-breeding to day 83 of gestation altered fetal liver mass, gene expression, and the metabolome [5,6,20]. Similarly, key hepatic genes were affected at birth when supplementation was provided until calving (current study). Moreover, supplementation of dams from breeding to calving resulted in phenotypic improvements, including greater body weight of F1 heifers at 15 months of age [7]. The results of the current experiment specifically isolate the impacts of gestational nutrition on fetal liver programming. Our previous experiments indicate that liver gene expression was influenced during early gestation [6], but left unanswered questions regarding the effects across the full course of gestation and the postnatal consequences. Additional work using a model in which calves were born and raised by their dams indicates that the postnatal growth phenotype was also affected [7]. However, these postnatal outcomes are confounded by the impacts of programming during gestation, and the postnatal impacts of the dam’s mothering ability, milk production, etc. Thus, the present study fills a critical gap by isolating gestation as the key interval, showing that supplementation with vitamins and minerals during this period results in calves born with altered hepatic transcripts affecting important metabolic pathways. Although birth weight differences were not consistently observed in previous models, the transcriptomic alterations reported here suggest potential programming effects that may influence postnatal performance, as pointed out by Hulbert et al. [7]. These results demonstrate that maternal supplementation influences both molecular programming and offspring performance, highlighting its practical relevance for producers. Therefore, providing a balanced vitamin and mineral premix is a management strategy that can potentially improve calf development, growth, and long-term productivity in beef production systems.

The results of the current study should be interpreted considering the limited sample size used for gene expression analysis. Additionally, our study was restricted to a single time point and relied on transcriptomic profiling and high-resolution mitochondrial respirometry in the jejunal mucosa and liver tissues. While this provides insights into the nutrient-induced programming, it does not fully capture the complexity of regulatory mechanisms underlying tissue programming. Complementary assays at the protein or metabolite level and longitudinal sampling at postnatal stages would further strengthen the findings reported. Finally, because we have used a commercially available vitamin-mineral premix, it is not possible to disentangle the specific contributions of individual nutrients. However, this approach reflects industry practice and enhances the real-world applicability of our findings. Further analyses should focus on epigenetic mechanisms, including DNA methylation, chromatin modification, and miRNA regulation. While the expression of a single gene is unlikely to drive a complete physiological shift, the differential expression patterns and regulatory network rewiring observed within key metabolic pathways suggest potential functional adaptations due to maternal diet. Longitudinal studies encompassing various prenatal and postnatal stages would provide a more comprehensive understanding of the long-term implications of short-term feeding decisions. In a similar study using a different cohort, we reported that F1 heifers born to VTM dams have enhanced post-weaning development [7], suggesting that programming effects may remain latent [49]. Further research should explore whether epigenetic marks are established at birth, persist throughout postnatal development, and potentially contribute to multigenerational inheritance.

## 5. Conclusions

Our findings support the hypothesis that maternal vitamin and mineral supplementation throughout gestation is associated with molecular changes in the neonatal liver via transcriptomic responses. We identified differences in the wiring of key TFs involved with liver function and metabolism. Overall, networks from the VTM group were rewired and lost connections, although most TFs increased their connectivity. In particular, VTM supplementation led to differential regulation of histone deacetylating genes (*HDAC4*, *HDAC6*, and *HDAC7*). Further research is warranted to determine the molecular mechanisms by which maternal vitamin and mineral supplementation programs offspring liver function. Targeted epigenomic research will help to determine how epigenetic mechanisms, such as DNA methylation and chromatin remodeling, contribute to nutrient-induced programming. In addition, long-term and multigenerational studies are necessary to assess whether maternal supplementation influences the growth, health, and productivity of offspring beyond the neonatal stage. Finally, evaluating practical supplementation strategies in production settings will be important to identify optimal formulations, timing, and delivery methods that maximize the potential benefits of fetal programming for cow-calf producers.

## Figures and Tables

**Figure 1:**
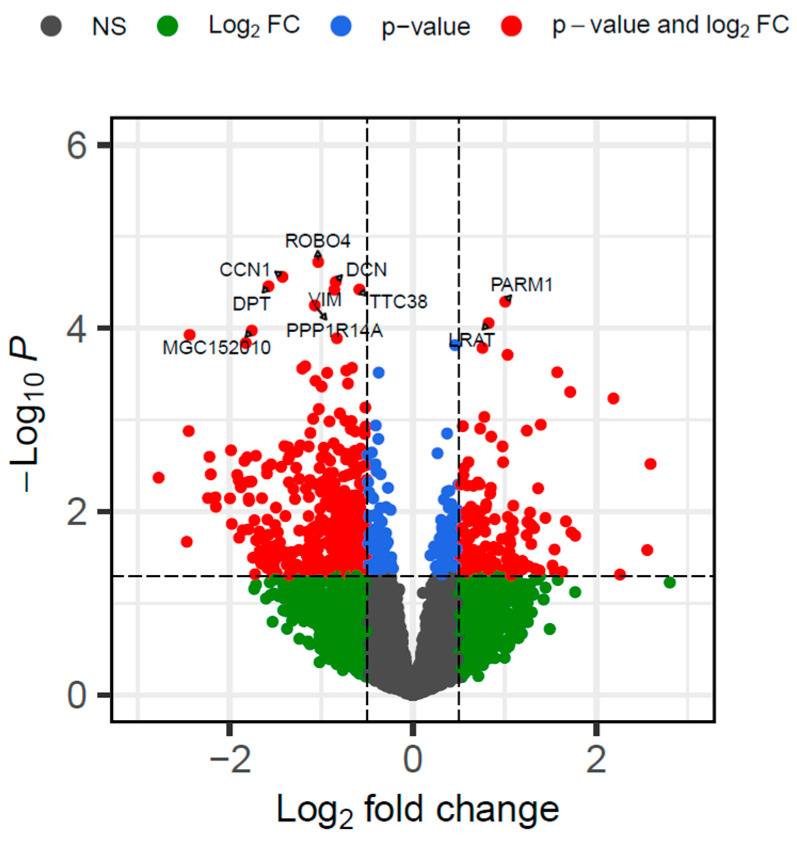
Volcano plot of differentially expressed genes in the liver tissue of newborn beef heifers, comparing offspring of VTM supplemented and control dams throughout gestation. Each dot represents a gene. Only the top 10 genes are labeled. The x-axis shows the log2 fold change differences, whereas the y-axis shows the log (base 10) of the *p*-value. Genes in red are up or downregulated in the VTM group. The horizontal dashed line represents the selected significance threshold (*p* ≤ 0.05), whereas the vertical dashed line corresponds to the upregulated and downregulated fold change thresholds (log2FC| ≥ 0.5).

**Figure 2:**
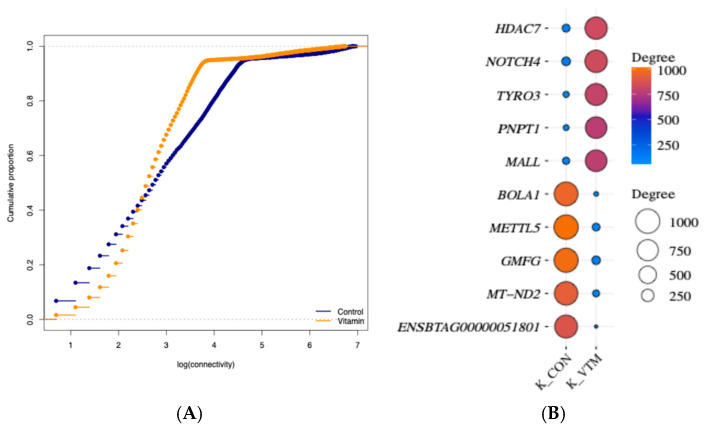
Topological features of gene co-expression networks in the liver tissue of newborn beef heifers, comparing offspring of VTM supplemented and control dams throughout gestation. (**A**): Cumulative distribution function plot of the gene connectivity of networks from VTM or CON groups. The x-axis represents the log of gene connectivity (the number of co-expression links each gene has within the network), and the y-axis represents the cumulative proportion of genes with connectivity less than or equal to a given value; (**B**): Balloon plot showing the five highest and lowest ranked differentially expressed and connected (*DK*) genes. Differential connectivity represents the variation in the number of network connections a gene has across the two groups, providing insight into how supplementation alters gene–gene relationships. Gene names are shown on the y-axis, and the connectivity for CON and VTM groups is shown on the x-axis. The size and color of the balloon refer to the total number of connected genes in each group. The plot was created using SRplot [44].

**Figure 3:**
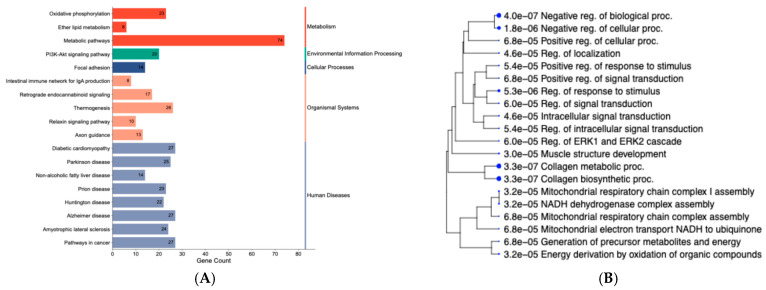
KEGG pathways and gene ontology terms based on differentially expressed genes in the liver tissue of newborn beef heifers, comparing offspring of VTM supplemented and control dams throughout gestation. (**A**): Enrichment category plot of classified KEGG pathways based on the DEG list. The plot was created using SRplot [44]. The pathways were further classified into five major groups: metabolism, environmental information processing, cellular processes, organismal systems, and human diseases; (**B**): Hierarchical clustering of over-represented biological processes (BPs). The BPs are organized hierarchically according to their functional similarity. Dot size corresponds to the statistical significance of each term (FDR ≤ 0.05).

**Figure 4:**
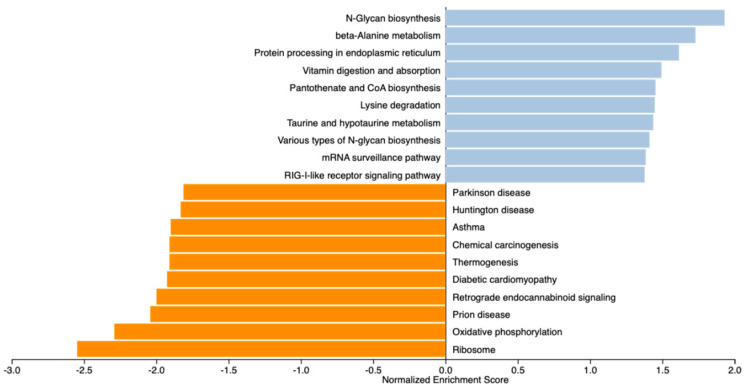
Gene Set Enrichment Analysis (GSEA) of gene profiles in the liver of newborn beef heifers, comparing offspring of VTM supplemented and control dams throughout gestation. Pathways are ranked considering concordant differences in gene expression (*n* = 13,295) between VTM and CON groups. Normalized enrichment score (NES) indicates the degree to which a pathway is enriched at the top or bottom of the ranked gene list after adjusting for gene set size within the dataset. Positive NES scores (blue bars) indicate pathways enriched in VTM calves, while negative NES scores (orange bars) indicate pathways depleted in VTM calves. Significant pathways were determined based on *p* ≤ 0.1 and |NES| ≥ 1.5.

**Figure 5:**
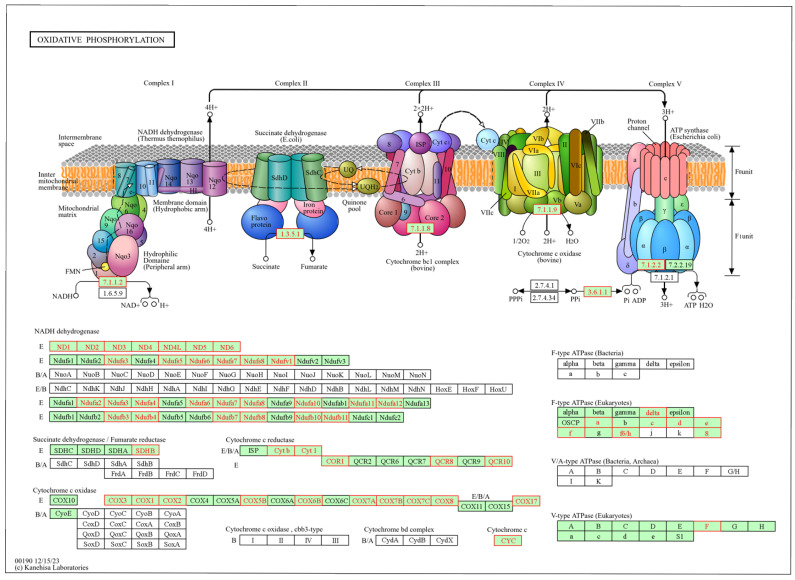
Oxidative phosphorylation metabolic pathway identified from the gene set enrichment analysis (GSEA) based on genes in the liver of newborn beef heifers, comparing offspring of VTM supplemented and control dams during gestation. Green boxes with red borders represent negatively ranked genes based on the VTM vs. CON comparison underlying the pathway. Pathway from the Kanehisa Laboratories [45].

## Data Availability

The data are within the paper and its Supplementary Information files. The RNA sequencing data can be accessed through NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE307455.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ani15182664/s1: Supplementary Table S1: Nutrient composition of vitamin and mineral (VTM) supplement provided to beef heifers; Supplementary Table S2: Summary of RNA sequencing, mapping statistics, and treatments; Supplementary Table S3: Differentially expressed genes in the liver tissue of newborn beef heifers, comparing offspring of VTM supplemented and control dams during gestation; Supplementary Table S4: Transcription factors identified as potential modulators of differential expression in the liver tissue of newborn beef heifers, comparing offspring of VTM supplemented and control dams during gestation by Regulatory Impact Factor measures (RIF1 and RIF2); Supplementary Table S5: Differentially connected genes in the liver tissue of newborn beef heifers, comparing offspring of VTM supplemented and control dams) during gestation retrieved from PCIT analysis. (|r|≥ 0.9, *p* ≤ 0.05); Supplementary Table S6: Functional over-representation analysis of differentially expressed genes in the liver of newborn beef heifers, comparing offspring of VTM supplemented and control dams during gestation.

## Abbreviations

The following abbreviations are used in this manuscript:

BP	Biological processes
BW	Body weight
CON	Control
DEG	Differentially expressed genes
DK	Differential Connectivity
FC	Fold Change
GSEA	Gene Set Enrichment Analysis
log2FC	log 2-fold change
K	Connectivity
NES	Normalized Enrichment Score
PCIT	Partial Correlation and Information Theory
RIF	Regulatory Impact Factor
TF	Transcription Factors
VTM	Vitamin and mineral supplementation

How the deposited data were processed for this re-analysis (not part of the article)

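RNA from the livers of 14 female calves, 7 from VTM and 7 from CON dams, was measured by sequencing. The authors trimmed the reads, aligned them with STAR to ARS-UCD1.2, and deposited raw counts per gene from the Ensembl release 109 annotation, without normalization and for all 14 libraries. Which of the strand columns STAR gives was used is not named in the paper's text. The percentages of reads aligned were taken from the authors' Supplementary Table S2, and gene names and gene lists from Supplementary Tables S3 to S6. The groups are the conditions of the sample titles, and each calf is 1 replicate.

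Everything else was computed from these counts. Differential expression was tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, condition as the only term) in R 4.3.3, with DESeq2 1.42.0, limma 3.58.1 and sva 3.50.0 for alternatives. Enrichment scores came from fgsea 1.28.0. Log2 CPM used a prior count of 2, and exact permutation tests on named genes added 0.5 CPM before the log and enumerated all 924 splits, so that the smallest p is 0.00216. RIF, PCIT and connectivity were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, on variance-stabilized counts from DESeq2. On simulated counts with 200 genes changed by 3-fold among 13061, edgeR put 200 of them and 467 unchanged genes past the threshold of the paper. At an adjusted p of at most 0.05 it called 185 and 9. The PCIT code was tested on 60 simulated genes against direct evaluation of the rule.

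Genes named in the text are those the paper names, the 5 with the smallest p in each direction among those past the threshold, members of the gene lists as summaries, and genes with the largest share of counts, a rule set before the data were examined. The oxidative phosphorylation and collagen lists are the 23 and 14 genes of Supplementary Table S6. The plan set before the data were examined named all oxidative phosphorylation subunits, but names were paired with identifiers for genes of the supplementary tables alone, so the shorter list was used. These genes were picked by the study on these calves, which favours the split into VTM and CON. Cell type marker lists, ribosomal protein genes, and the vitamin and pantothenate gene sets were not analysed here. Network z-scores were taken over all genes in the networks, and RIF z-scores over all expressed genes instead of the TFs that the paper tested. Depth was between 13382264 and 20125409 counts per calf. Intervals on shares cover counting error alone.

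Alternatives were DESeq2, RLE size factors, other gene filters, all 14 calves, libraries with at least 90% of reads aligned, percent aligned or 1 surrogate variable as a covariate, tables without mitochondrial genes, other set tests, other network thresholds and inputs, and each calf left out in turn. Thinned libraries, a covariate for low-count genes, pairs of calves left out and the 36 networks without 1 calf of each group were chosen after the data were seen. Other splits of the 12 calves were drawn with a fixed seed, 100 for expression and RIF and 22 for networks.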

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

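A value was singled out when its gap to the nearest calf of its group was large against the range of the group. 22 values stood apart among 172 groups of 6 calves tested, where chance gives about 8.60, and 18 of the 22 belonged to VTM calf 40; many of these measures depend on one another. The tests in this part were chosen after these values were seen.

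In the library of VTM calf 40, 15395 genes had 0 counts, 318 had 1 to 9 counts, 113 had 1 count, 11894 had 10 or more, and 91.3% of reads were aligned, each far from the other VTM calves. Among named genes this calf stood apart from the VTM group at 6.37 CPM for ROBO4, 5.59 for CREB3L1, 7.51 for HDAC6, 4.87 for HDAC7, 2.82 for NOTCH4, 0.721 for P3H4, 1.44 for ZNF397 and 2.94 for KLF16, and at 0 for FOS, TGFB3, TYRO3 and ZNF200. ZFP62 stood apart on the high side, at 10.8 CPM. A smaller library is argued against: with the other 13 libraries thinned to the smallest total, the lowest of them still had 1285 genes with 1 to 9 counts. Setting low counts to 0 is argued against by the 318 genes that kept 1 to 9 counts. A library built from few distinct molecules is a candidate explanation: genes expected at 10 to 50 counts departed from the other libraries by a median of 4.43 on the log2 scale, against 0.22 for abundant genes. It was found and tested on the same data, and the reads, which could show duplicates, were not used here. No biological explanation was tested for a single calf.

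Outside VTM calf 40, the values that stood apart were extremes within their own group of 6 calves. Among the CON calves, DPT was lowest in calf 1 at 8.42 CPM, IGF1 in calf 31 at 2.09 CPM and PARM1 in calf 25 at 1.97 CPM. Among the VTM calves, MTA1 was highest in calf 22 at 93.7 CPM. No explanation was tested for these.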

How the results depend on the processing

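The number of differentially expressed genes, 494 with edgeR, was 1003 without a low-count filter, 275 over all 14 calves and 303 with 1 surrogate variable. The first tests more genes and the second more calves; the cause was not tested otherwise. With each calf left out in turn it ranged from 286 (without CON calf 31) to 1039 (without CON calf 37), with 305 without CON calf 25 and 743 without CON calf 1. The other alternatives set before the data were examined stayed within 1.5 times the main count. Genes with an adjusted p at or below 0.05 numbered 0 with DESeq2 and under each other alternative set before the data were examined apart from those that left out calves in turn, beside 690 with edgeR at an unadjusted p of at most 0.05, and from 0 to 2 with 1 calf left out, the highest without CON calf 1. Leaving out pairs of calves of 1 group, chosen after the data were seen, gave 182 to 1793 differentially expressed genes and at most 1 by adjusted p.

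The enrichment score of the oxidative phosphorylation genes stayed negative, from -2.82 to -2.45 with 1 calf left out. With camera and the correlation estimated from the calves the p was 0.163, and with fry 0.145, against 7.10e-10 at the preset correlation; the estimated correlation between these genes was 0.887. Collagen gave 0.0128 and 0.00527 under the same pair of tests, and enrichment scores from -2.36 to -2.03 with 1 calf left out. The difference in mitochondrially encoded share ranged from -4.49 to -1.26 points with 1 calf left out and had an exact permutation p above 0.05 in each fit.

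The ratio of network connections, 1.54, was 2.33 over all 14 calves and from 1.09 to 1.55 in the 12 networks that left out each calf in turn with 1 calf of the other group drawn at random. DK genes numbered 412 to 485 in these 12. Over all 36 pairs of 1 CON and 1 VTM calf, chosen after the data were seen, the ratio ran from 1.09 to 1.57 and the DK genes from 405 to 485. TFs past the RIF threshold numbered 27 to 56 with 1 calf left out, 27 without VTM calf 40 and 29 without CON calf 31.

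For single genes, 1283 log2 fold changes of 62 genes were recomputed: 1044 kept direction and side of the threshold, 177 fell short of it, 59 came past it and 3 changed direction. With 1 surrogate variable, the log2 fold change was 0.0102 for ND2, 0.0344 for ND4L and 0.0047 for NDUFB7; the cause was not tested. Offsets for GC content and gene length, and all alternatives for ribosomal, vitamin and pantothenate genes, were not run. No paired analysis was possible because the calves are not paired. Groups of 6 calves limit each network correlation to 6 points.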

Differences from the paper's values

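The paper reports 3 TFs past the RIF2 threshold, and 1 was past it here, with z-scores over all expressed genes. Of the alternatives set before the data were examined, leaving out VTM calf 28 gave 2, within 1.5 times the paper's count, and none of the others closed the gap.

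The paper counts FOS, HDAC6, PANK1, TGFB3 and TYRO3 as differentially expressed. With edgeR their log2 fold changes were -1.46, -0.52, 0.90, -1.17 and -1.22, and none was past the threshold. Of the 23 oxidative phosphorylation genes, 19 were past it, NDUFA3, NDUFB7, SDHB and LHPP being the others. With DESeq2, the paper's tool, all of these were past the threshold. With edgeR, FOS, HDAC6 and PANK1 were past it without a low-count filter and over all 14 calves, HDAC6 with at least 10 counts in every library, FOS in the libraries with at least 90% of reads aligned, and FOS, PANK1, TGFB3 and TYRO3 with percent aligned as a covariate. FOS and TYRO3 were past it with 1 surrogate variable, and the other 4 genes of oxidative phosphorylation without a low-count filter. Of the 12 edgeR fits with 1 calf left out, FOS was past it in 6, HDAC6 in 5, PANK1 in 3, TGFB3 and TYRO3 in that without VTM calf 40, and NDUFA3, NDUFB7, SDHB and LHPP in 4 each. With DESeq2 the 630 genes, 160 higher and 470 lower, and 36 TFs were those of the paper. The number of genes tested was 13307, against the paper's 13295, under the version of edgeR used here. The networks recomputed held 302326 and 196443 gene pairs in CON and VTM, against the paper's 302398 and 196459, and 437 DK genes against the paper's 435.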

Other observations

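The splits of the 12 calves were planned before the data were examined, but what they would show was written down only afterwards. The other tests in this part were chosen after the results were seen.

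As many differentially expressed genes as between the diets arose in 21 of 100 splits with edgeR and 22 of 100 with DESeq2. For genes with an adjusted p at or below 0.05 the comparison says nothing, since the diets gave 0 and 100 of 100 splits reach that by construction. As uneven a share of higher and lower genes arose in 11 of 100. As large an enrichment score arose in 1 of 100 splits for the oxidative phosphorylation genes and 1 of 100 for the collagen genes, and as large a median log2 fold change in 19 of 100 and 1 of 100. Because the study picked both lists on the diets themselves, a low count of splits for them decides nothing.

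With the paper's gene list, as large a ratio of network connections arose in 7 of 22 splits and as many DK genes in 6 of 22. In each of these 7 splits, the diets included, CON calves 25 and 31 were on the same side, which had more connections. Splits that separated these calves reached a ratio of at most 1.51. With the paper's list, the splits gave 364 to 462 DK genes. With the list called anew in each split, as large a ratio arose in 6 of 22, again each with CON calves 25 and 31 on the same side. As many DK genes arose in 6 of 22, which says nothing about connectivity, since these were the splits with as long a gene list as between the diets. As many genes past the RIF threshold, among all expressed genes, arose in 88 of 100 splits. That count says nothing either, because the z-scores are scaled over all expressed genes within each split.

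The lower expression of oxidative phosphorylation genes in VTM may rest on 2 CON calves. Over the 15 pairs of CON calves left out, the median log2 fold change came closest to 0 without CON calves 25 and 31, at -0.0316, with 0 of 23 genes past the threshold; the other pairs gave -1.50 to -0.63. Without the same pair of calves the collagen median was -0.84. Library size is argued against, since the oxidative phosphorylation median was -1.15 with every library thinned to the same total. Percent aligned is argued against as well (-1.23 with it as a covariate). The number of low-count genes as a covariate (-1.14) cannot decide. VTM calf 40, at 318, dominates it and was not high in oxidative phosphorylation genes. Of genes expected at 10 to 50 counts, 20.7% had 0 counts in CON calf 31 and 7.30% in CON calf 25. CON calf 19, which the paper left out, was at 8.28% and VTM calf 40 at 50.7%. The other calves were at most at 1.42%. The median of the nuclear members was -0.66 both with and without the mitochondrial genes in the fit. TMM normalization already limits what a few abundant genes do to the others, so this fit adds little on their share of counts as an explanation. What sets the 2 calves apart, maternal diet and few low-count genes included, stays open.

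The gain of connections of HDAC7 in VTM may come from the library of VTM calf 40: without it the z-score was at most 3.39, and with it at least 8.56, over the 36 networks that left out 1 calf of each group. Without scaling of connectivity it was at most 0.87 without that library and at least 7.87 with it. For TYRO3 this stays open: without that library its z-score was at least 8.88 with scaling, and without scaling 3.37 to 4.62, against 8.10 over all 12 calves.

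The pair of bta-mir-2887-1 loci took 0.140 ± 0.0873% of counts in VTM and 0.322 ± 0.168% in CON (SD, n = 6 each; exact permutation p = 0.0303, or 0.273 after Benjamini-Hochberg adjustment over 9 library measures). Over all 14 calves the exact permutation p was 0.00874.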
